A study of Homo sapiens with 51 samples.

How the data were processed

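The data were a gene-level table of PLATE-seq libraries from 5 human pancreatic ductal adenocarcinoma (PDA) cell lines. PLATE-seq is a method in which 3′-end cDNA is barcoded well by well and then pooled before amplification. Per the labels, each library was prepared from 100 ng of total RNA collected after 6 days of culture. The table held 51 libraries in 17 groups of 3 and 25421 gene symbols, and each of its columns was matched to a sample by the label's description, so that 0 columns of values stayed unmatched. The values deposited by the authors were raw counts per gene symbol: whole numbers without normalisation. Neither the aligner, the genome build nor the handling of molecular identifiers is stated in the labels, so no coordinates are given, and counts were treated as reads that might include amplification copies. Symbols were used as the table gives them, and 24193 of the 25421 matched a current symbol of the reference gene table.

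Per the labels, KP4, PANC1 and PK45H were transduced in triplicate with lentiviral open reading frames at a multiplicity of infection of 2 and with 8 µg/ml polybrene. The open reading frame was OVOL2, a zinc-finger transcription factor, or mCherry, a fluorescent protein that served as the negative control. In a parallel set the virus was combined with one for M2rtTA, a transactivator of tetracycline-inducible promoters. Puromycin at 2.5 µg/ml and doxycycline at 0.6 µg/ml followed on the next day. Untreated libraries of these 3 lines and of HPAFII and PATU8988S were also in the table. Groups were taken from the title and treatment label of each sample. The replicate numbers were read as labels only, since they were not seen to pair libraries across groups.

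Counts were analysed in R 4.3.3 with edgeR 4.0.16. Within each transduced line, the 15 libraries of its 5 groups shared one fit: filterByExpr by group, TMM scaling, and the quasi-likelihood test on contrasts of group means. The mean effect over the 3 lines, and a test with 2 degrees of freedom of whether the effect differed between lines, came from one fit of the 45 libraries in 15 groups. The 5 lines were compared in a fit of the 15 untreated libraries, with the mean of the 2 other lines set against the mean of the 3 transduced lines. Benjamini-Hochberg adjusted p-values under 0.05 were the threshold, and all edgeR tests were two-sided. An effect of M2rtTA on the OVOL2 effect was tested by the difference of the 2 OVOL2 contrasts. Standard errors of log2 fold changes were derived from the edgeR test statistic. Levels are CPM, the counts scaled to a common library total with TMM factors, as mean ± SD over the 3 libraries of a group. A group whose libraries all had 3 counts or fewer was taken as being at the floor, and no fold change is reported for a gene whose groups were there.

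The genes named in the report followed a rule: OVOL2, CDH1, EPCAM, ESRP1, GRHL2, ZEB1 and VIM whatever their values. For the mean over lines with M2rtTA, the 6 genes with the largest rise and the 6 with the largest fall were added, among genes past the threshold with the same direction in all 3 lines and a mean of at least 5 CPM. Per line with M2rtTA, and for the untreated and the mCherry comparisons, the 3 genes with the smallest p in each direction were taken, and 1 gene so chosen is not reported here. This rule, the groups, the tests, 3 gene lists and the main alternatives were set before the data were examined.

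The lists held 40 epithelial, 46 mesenchymal and 31 classical genes, the last being markers of a differentiated PDA expression type. Each list was tested with camera in limma 3.58.1 on log2 CPM (prior count of 2), with a preset correlation between genes of 0.01 and adjustment over all list tests. The tests used fry and an estimated correlation as alternatives. A reference-line score was the mean log2 CPM of genes at least 2-fold higher in HPAFII and PATU8988S than in the other lines, untreated, minus that of genes at least 2-fold lower (log2 fold change of 1, adjusted p under 0.05). OVOL2 itself was left out of the score. The score, and log2 of OVOL2 CPM with a pseudocount of 1, were compared by two-sided exact permutation of the libraries' labels within lines: 20 assignments per line, with a smallest p of 0.1, and 8000 over the 3 lines, with a smallest p of 0.00025. A list of 54 interferon-induced genes and one of 31 amino acid response genes were added after the first results had been seen.

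The alternatives were RLE scaling, no filter, a mean count of at least 10 as the filter, DESeq2 1.42.0, a fit of only the groups compared, one fit of all 51 libraries, replicate number as a block, thinning of every library to the smallest total, a prior count of 0.5, a reference cut of 2 on the log2 scale, each reference line alone, and leaving out each library in turn. Thinning used the smallest total among the libraries of each fit. Robust dispersion was added after amplification spikes in single libraries had been seen. Relabelled splits of the libraries were refitted, all 10 within a line and 100 drawn ones where there were more.

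Library totals ran from 1165399 to 7490556 counts, with a median of 4771717. For genes with at least 20 counts, the chi-square per degree of freedom between 2 replicates was 18.3 to 73.6 over 51 replicate pairs, where counting error alone gives 1. The spread between replicates was thus far above counting error, and errors are given as SD between libraries. The pipeline was tested on simulated counts with 200 genes changed by 2 on the log2 scale and the epithelial list raised by 1. Counts were drawn from a negative binomial distribution, the model that edgeR and DESeq2 assume. Wrong calls may thus be fewer there than in real libraries with spikes. Within a line it recovered 144 of 189 changed genes tested (76.2%) and called 9 of 13587 unchanged genes. Over lines it recovered 186 of 196 (94.9%) and called 9 of 14609, and the test of differences between lines called 2 of 14842. DESeq2 recovered 155 of 189 (82.0%) and called 21 of 13587. A simulated mCherry comparison without changed genes gave 0 calls of 13811 with edgeR and 3 with DESeq2.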

Results

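Gene counts were measured by PLATE-seq in 51 libraries of 5 human PDA cell lines, in 17 groups of 3. The lines KP4, PANC1 and PK45H each had 5 groups: untreated, mCherry, OVOL2, mCherry with M2rtTA, and OVOL2 with M2rtTA. HPAFII and PATU8988S had untreated libraries only. Library totals were 1165399 to 3983186 counts in HPAFII, 3817546 to 5089662 in PATU8988S, 3727440 to 6503286 in KP4, 3367089 to 7490556 in PANC1 and 2439323 to 7146812 in PK45H. The lowest total belonged to HPAFII replicate 2. Each library had a count for 15653 to 18817 genes, and mitochondrial transcripts took 24.4% to 37.0% of the counts. Values are CPM as mean ± SD (n = 3), changes are log2 fold changes with their standard error (SE), and adjusted p-values are from edgeR unless another test is named. Confidence limits were derived from the edgeR SE, so they include the spread between libraries.

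The level of OVOL2 itself was compared first, since it is the gene the treatment carries. Untreated, OVOL2 stood at 23.2 ± 4.22 CPM in PATU8988S and 5.24 ± 3.18 in HPAFII, and at 0.644 ± 0.267 in KP4, 1.94 ± 1.22 in PANC1 and 0.868 ± 0.388 in PK45H. Without M2rtTA, OVOL2 and mCherry libraries did not differ in OVOL2: the mean change over lines was −0.09 (SE 0.46, adjusted p = 0.926), and the 9 libraries of each kind held 54 and 56 OVOL2 counts in sum. An exact permutation test over the lines gave p = 0.794. With M2rtTA, OVOL2 was higher by 2.15 (SE 0.44, adjusted p = 0.00021), with 178 against 42 counts and an exact permutation p of 5e-04. Levels with M2rtTA were 4.99 ± 4.75 against 0.539 ± 0.589 CPM in KP4, 2.15 ± 0.704 against 0.852 ± 0.617 in PANC1 and 4.53 ± 0.228 against 1.11 ± 0.598 in PK45H. The rise was 3.08 in KP4 (adjusted p = 0.0272), 1.40 in PANC1 (adjusted p = 0.244) and 1.98 in PK45H (adjusted p = 0.0135), and its size was not shown to differ between lines (adjusted p = 0.629). KP4 replicate 2 held 62 of the counts, against 13 and 9 in its mates, and leaving out 1 library at a time kept the mean rise between 1.77 and 2.55. The change without M2rtTA was too small for its sign to hold when 1 library was left out.

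**Figure D1:**
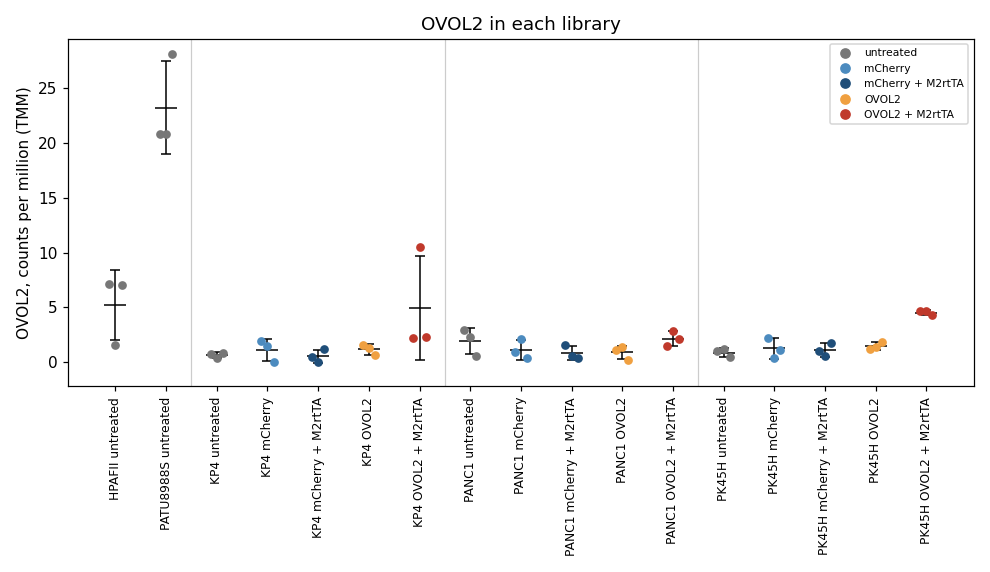
OVOL2 in CPM (vertical axis) for each of the 51 libraries by group (horizontal axis); points are libraries, and black marks with bars are group means with 1 SD. PATU8988S averaged 23.2 CPM, and OVOL2 libraries with M2rtTA averaged 4.99 in KP4, 2.15 in PANC1 and 4.53 in PK45H.

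The effect of OVOL2 within each line was tested against mCherry, without M2rtTA and with it. In KP4, 932 of 13662 genes passed the threshold without M2rtTA (446 higher, 486 lower) and 3057 with it (1354 higher, 1703 lower). Among alternatives other than leaving out a library, a fit of only the groups compared moved the first count most, to 532 genes. Leaving out 1 library gave 471 (without KP4 OVOL2 replicate 2) to 566. In PANC1, 671 of 13218 genes passed without M2rtTA (280 higher, 391 lower) and 1843 with it, of which 1081 were lower. Leaving out PANC1 mCherry replicate 3 lowered the first PANC1 count to 343. In PK45H, 1139 of 13583 genes passed without M2rtTA (486 higher, 653 lower) and 2153 with it (1012 higher, 1141 lower). Without PK45H OVOL2 replicate 3 the first PK45H count was 7.0e+02 when rounded, and without PK45H mCherry + M2rtTA replicate 2 the second was 1387. Of the genes called without M2rtTA, 656 in KP4 were also called with it, where 208.5 would be by chance, and 653 of them changed in the same direction. The matching counts were 471 in PANC1, with 93.6 by chance and 468 in the same direction, and 592 in PK45H, with 180.5 by chance and 576 in the same direction.

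**Figure D2:**
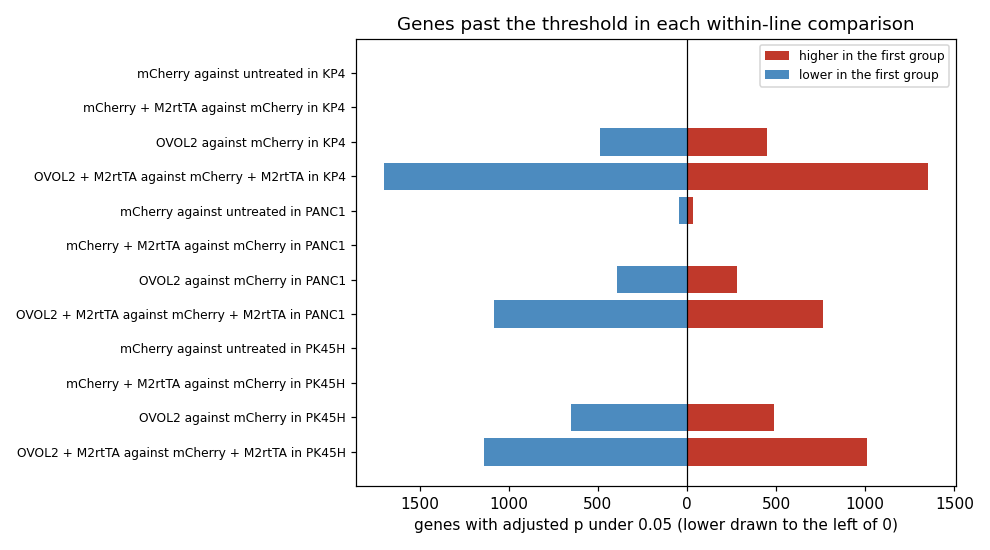
Number of genes with an adjusted p under 0.05 (horizontal axis) for each of 12 comparisons within KP4, PANC1 and PK45H (vertical axis); bars to the right of 0 count genes higher in the group named at the start of the label, and bars to the left count genes lower. The counts for OVOL2 with M2rtTA were 3057, 1843 and 2153, and those for mCherry against untreated were 0, 79 and 1.

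Transduction and selection without OVOL2 were assessed by comparing mCherry with untreated libraries. In KP4, 0 genes passed the threshold, with 966 at an unadjusted p under 0.05, where chance gives 683. Leaving out 1 library gave at most 1 gene, without KP4 untreated replicate 2. In PANC1, 79 genes passed (36 higher, 43 lower), or 27 without PANC1 untreated replicate 1. The PANC1 genes with the smallest p were TRIB3 (change 1.88), PSAT1 (1.31) and ASNS (1.5) among those higher, and SCD (−2.15), AGR2 (−1.18) and ND4 (−0.77) among those lower. SCD averaged 335.8 ± 50.4 CPM in untreated and 74.8 ± 0.960 in mCherry PANC1. In PK45H only AKR1C2 passed (−2.40, adjusted p = 0.00352), from 19.6 ± 0.415 to 3.75 ± 1.17 CPM. Reads of AKR1C2 are not certain to be told from those of its paralogs AKR1C1 and AKR1C3. With only the compared groups in the fit, its adjusted p was 0.0732, and leaving out PK45H mCherry replicate 3 left 0 genes in this comparison.

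M2rtTA without OVOL2 was assessed by comparing the mCherry groups with and without it. The test found 0 genes in KP4, with 919 at an unadjusted p under 0.05 and 683 given by chance, and 0 in PANC1, with 812 at an unadjusted p under 0.05 and 661 given by chance. Leaving out 1 library gave up to 1 gene in KP4 (without KP4 mCherry + M2rtTA replicate 3) and up to 14 in PANC1 (without PANC1 mCherry + M2rtTA replicate 3). In PK45H 4 genes passed: KIF3B rose by 1.30, and KRT7 (−0.92), ALDH3A1 (−1.34) and EPHB1 (−2.17) fell. This count was 18 without PK45H mCherry replicate 2 and 2 without PK45H mCherry + M2rtTA replicate 3.

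Whether M2rtTA changed the OVOL2 effect was tested on the difference of the effects. The difference passed the threshold for 195 genes in KP4 (57 with a positive and 138 with a negative difference), 18 in PANC1 (7 and 11) and 217 in PK45H (114 and 103). These counts were 78 without KP4 mCherry replicate 3, 6 without PANC1 mCherry + M2rtTA replicate 1 and 93 without PK45H OVOL2 replicate 3.

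Averaged over the 3 lines, 2710 of 14943 genes passed without M2rtTA (1393 higher, 1317 lower) and 4923 with it (2343 higher, 2580 lower). Thinning each library to the smallest total moved these counts most, to 1632 and 3505. Of 12505 genes tested in all 3 lines, 33 were called higher and 80 lower in each line without M2rtTA, and 149 and 301 with it. Of these 12505 genes, 20 and 66 were called in opposite directions in 2 lines. The OVOL2 effect differed between lines for 409 genes without M2rtTA and 1129 with it.

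Genes of epithelial and mesenchymal identity had been chosen in advance. Over lines and without M2rtTA, CDH1 rose by 2.49 (SE 0.22, adjusted p = 1.44e-10), EPCAM by 2.19 (SE 0.11, adjusted p = 1.66e-17) and ESRP1 by 2.46 (SE 0.30, adjusted p = 1.1e-07). ZEB1 changed by −2.64 (SE 0.24, adjusted p = 1.74e-10) and VIM by −1.85 (SE 0.07, adjusted p = 2.13e-19). With M2rtTA the changes over lines were 2.52 for CDH1, 2.26 for EPCAM, 2.40 for ESRP1, −1.95 for ZEB1 and −1.33 for VIM, each past the threshold. In PK45H alone with M2rtTA, ESRP1 (1.02, adjusted p = 0.0894) and VIM (−0.43, adjusted p = 0.121) did not pass. Each of these genes passed in KP4 and in PANC1 with M2rtTA. The VIM fall over lines was smaller with M2rtTA by 0.52 (SE 0.10, adjusted p = 0.00109). By line this VIM difference passed in KP4 only (0.58, adjusted p = 0.0389). It was 0.14 in PANC1 (adjusted p = 0.803) and 0.90 in PK45H (adjusted p = 0.0869). Over lines, the difference for ZEB1 was 0.70 (adjusted p = 0.203) and no difference passed for CDH1, EPCAM or ESRP1. EPCAM went from 35.1 ± 4.23 to 158.5 ± 9.80 CPM in KP4, from 40.6 ± 2.52 to 230.6 ± 3.50 in PANC1 and from 47.8 ± 10.1 to 170.2 ± 4.02 in PK45H without M2rtTA. It averaged 614.1 ± 244.1 CPM in HPAFII and 674.4 ± 29.7 in PATU8988S. VIM went from 1806 ± 139.2 to 385.8 ± 1.32 CPM in KP4, from 2804 ± 189.7 to 670.9 ± 44.7 in PANC1 and from 223.9 ± 25.2 to 91.4 ± 14.2 in PK45H. GRHL2 was too low for a test over lines, with at most 10 counts in a library of the 3 lines, so that a change was not detectable at this depth.

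**Figure D3:**
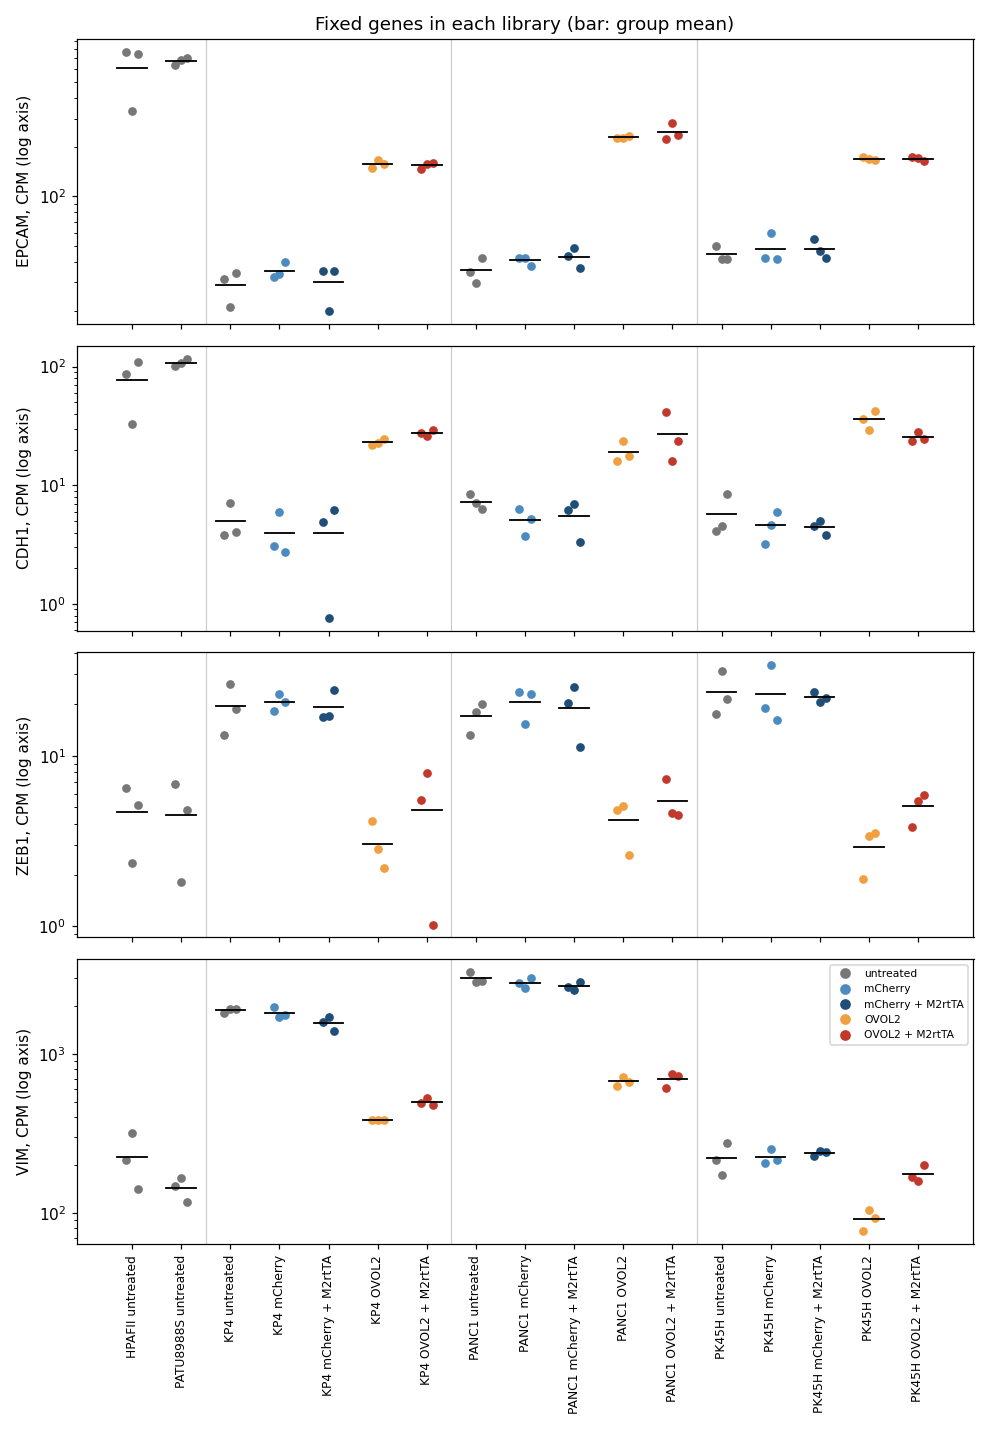
CPM (vertical axes, logarithmic) of EPCAM, CDH1, ZEB1 and VIM in the libraries of each of the 17 groups (horizontal axis); points are libraries and bars are group means. EPCAM in OVOL2 libraries without M2rtTA averaged 158.5, 230.6 and 170.2 CPM in KP4, PANC1 and PK45H, and 35.1, 40.6 and 47.8 in mCherry libraries.

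The largest rises over lines with M2rtTA were those of TFAP4 (4.55), MARVELD3 (3.38), WNT9A (3.28), KDF1 (3.17), CTSV (2.99) and BSPRY (2.81). The largest falls were those of MYO3B (−4.37), STEAP1 (−2.92), STRIP2 (−2.84), AAAS (−2.84), SPATA4 (−2.83) and HEG1 (−2.65). Single libraries decided 5 of these 12 values. KP4 OVOL2 + M2rtTA replicate 1 held 168904 TFAP4 counts, against 576 and 71 in its mates, and without it the rise was 2.10 for TFAP4 and 2.35 for MARVELD3. Without PANC1 mCherry + M2rtTA replicate 1, which held 32541 MYO3B counts, the change of MYO3B was −1.23 (adjusted p = 0.276). STRIP2 changed by −1.42 (adjusted p = 0.0922) without KP4 mCherry + M2rtTA replicate 1. SPATA4 changed by −1.67 (adjusted p = 0.186) without KP4 mCherry + M2rtTA replicate 2 and lost its call also without PANC1 mCherry + M2rtTA replicate 2. For the other 7 genes no library moved the change by more than 1. KDF1, for example, went from 3.12 ± 1.29 to 40.5 ± 11.5 CPM in KP4, from 6.29 ± 0.768 to 51 ± 4.93 in PANC1 and from 3.65 ± 1.00 to 25.2 ± 3.13 in PK45H, while AAAS fell from 83.1 ± 13.2 to 8.38 ± 0.984, from 60.5 ± 1.96 to 8.54 ± 1.31 and from 42.2 ± 6.79 to 7.69 ± 0.344.

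Within lines and with M2rtTA, the genes with the smallest p that rose in KP4 were ISG15 (3.62), IRF9 (3.39) and CTSV (3.09), and those that fell were AAAS (−3.29), VIM (−1.64) and TPM2 (−2.23). ISG15 stood at 45.1 ± 1.19 CPM in mCherry and 553.1 ± 19.4 in OVOL2 libraries of KP4. In PANC1 they were CTSV (4.69), SUSD2 (4.89) and ALPG (3.90) upward and IFITM2 (−2.93), VIM (−1.92) and HEG1 (−2.89) downward. Reads of ALPG may not be separable from those of its near-identical paralog ALPP, nor those of IFITM2 from IFITM1 and IFITM3. In PK45H they included LCN2 (4.19) and GSDMA (4.72) upward and were ALCAM (−2.71), HEG1 (−2.77) and EPDR1 (−2.67) downward. LCN2 stood at 10.4 ± 0.655 CPM in mCherry and 188.9 ± 30.4 in OVOL2 libraries of PK45H.

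The epithelial list, of which 37 genes were tested over lines, had a median change of 0.76 without M2rtTA (camera, adjusted p = 1.7e-18, 33 of 37 genes higher) and 1.07 with it (adjusted p = 1.31e-17, 37 of 37 higher). Past the threshold were 22 of its genes without M2rtTA (21 higher) and 29 with it (29 higher). The counts adjusted over the list alone were 24 and 30. The mesenchymal list, with 43 genes tested, had medians of −0.38 (adjusted p = 1.09e-09, 7 of 43 higher) and −0.35 (adjusted p = 0.000234, 10 of 43 higher). Its calls were 18 (17 lower) without M2rtTA and 24 (19 lower) with it, and 21 and 24 adjusted over the list alone. The classical list, with 15 of 31 genes tested, had medians of −0.06 (adjusted p = 0.895) and −0.01 (adjusted p = 0.645), and 0 and 3 calls, or 0 and 3 adjusted over the list alone. Within lines, the epithelial list was higher past the threshold in all 3 lines in both arms. The mesenchymal list was lower past the threshold in each of these comparisons except KP4 with M2rtTA (median −0.21, adjusted p = 0.27). Under fry and under an estimated correlation the calls over lines held, and KP4 with M2rtTA was the only list result within a line to change, to an adjusted p of 0.000167 under fry.

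Untreated HPAFII and PATU8988S were compared with untreated KP4, PANC1 and PK45H, the lines that the study transduced. Of 13785 genes, 4794 passed the threshold (2397 higher and 2397 lower in HPAFII and PATU8988S). Thinning to the smallest library moved this count most, to 1562. Leaving out HPAFII replicate 2, in which 40 marker genes of HPAFII stood at a median of 0.349 of the level in its mates, gave 5298. Each line is 1 culture, so the comparison covers these 5 lines only. Higher were OVOL2 (3.47), CDH1 (3.95), EPCAM (4.19), ESRP1 (4.33) and GRHL2 (2.81), and lower were ZEB1 (−2.06) and VIM (−2.56). The smallest p-values belonged to CEACAM6 (5.60), KLK10 (5.35) and LGALS4 (5.75) upward and to HEG1 (−3.45), CMTM3 (−3.27) and FAM219A (−2.22) downward.

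The genes that set HPAFII and PATU8988S apart were then followed in the transduced lines. The score used 1189 genes higher and 894 genes lower in those 2 lines. It was higher in OVOL2 than in mCherry libraries by 0.47 over lines without M2rtTA and by 0.66 with it, each with an exact permutation p of 0.00025, the smallest the design allows. These shifts were 13.7% and 19.2% of the untreated distance of 3.44 between the line sets. The shifts start from mCherry libraries, but the distance starts from untreated ones. Without M2rtTA, mCherry averaged −1.685 against −1.846 untreated in KP4, −1.636 against −1.856 in PANC1 and −1.194 against −1.228 in PK45H. The distance comes from the libraries that chose the genes, which favours a large value. It also includes HPAFII replicate 2, at 1.042 against 1.891 and 1.854 in its mates. A cut of 2 on the log2 scale for choosing the genes moved the shifts most, to 0.68 and 0.87. Within lines the shift was 0.43, 0.44 and 0.54 without M2rtTA in KP4, PANC1 and PK45H, and 0.71, 0.57 and 0.70 with it, each with an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. All 18 OVOL2 libraries scored above each mCherry library of their line and arm.

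**Figure D4:**
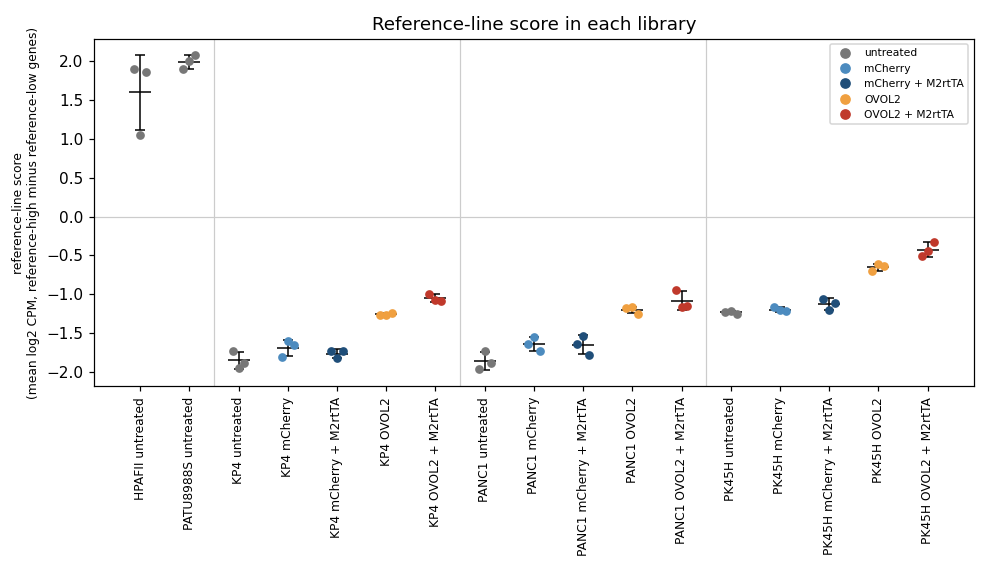
Reference-line score (vertical axis, log2 units) of each library by group (horizontal axis); points are libraries, and black marks with bars are group means with 1 SD. HPAFII and PATU8988S averaged 1.60 and 1.99, and the OVOL2 groups with M2rtTA averaged −1.05 in KP4, −1.08 in PANC1 and −0.42 in PK45H.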

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

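The tests of library depth, of 1 shared response of differing strength and of a response that is stronger with M2rtTA were chosen only after the result was seen. The tests of single-library spikes and of other splits were chosen before. Each result here is a difference between groups in the effect of the same contrast, found by a test of the difference itself.

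The OVOL2 effect differed between KP4, PANC1 and PK45H for 409 genes without M2rtTA and 1129 with it. Of the 100 splits of the libraries within lines, 1 gave as many genes without M2rtTA, the real one, and 5 of the 100 splits did so with M2rtTA. The other 4 with M2rtTA parted 1 line as the labels do and mixed the other 2, which makes an effect in 1 line look like a difference, and the 75 splits that parted no line as labelled gave at most 44 genes without M2rtTA and 34 with it. The share with M2rtTA is not under the 0.05 set before, but as those 4 splits still carry the labelled contrast of 1 line, it does not decide whether a grouping without meaning gives such a count. Differences in depth were argued against as the whole cause: with every library thinned to the smallest total, which leaves no such differences, 171 and 469 genes still passed. Spikes, meaning a gene at least 5 times higher in 1 library than in both others of its group, were more common among these genes than among all tested genes, at 13.4% against 8.91% without M2rtTA and 9.57% against 8.02% with it. They may account for part of the genes, but most genes past the threshold held no spike. If 1 shared response differed only in strength, genes that differ between 2 lines would have the larger effect in the same line, apart from the share the false discovery rate allows. Of the 281 genes that differed between PANC1 and PK45H without M2rtTA, 107 had the larger absolute effect in PANC1 and 174 in PK45H, where 14.1 against the majority are allowed. With M2rtTA, 289 of 610 had it in PK45H and 321 in PANC1, with 30.5 allowed. Strength alone is argued against in both arms by an exact binomial test over genes, although genes are not independent. A first version, replaced after its outcome had been seen, counted, among the 409 and 1129 genes above, those called in opposite directions in 2 lines: 20 without M2rtTA, with 20.4 allowed, and 70 with it, with 56.5 allowed. The report's 20 and 66 are instead among the 12505 genes tested in all 3 lines. A difference between the cell lines in how they respond stays open and was not tested further.

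Among the genes named in the report, 14 differed between lines with M2rtTA. ISG15 (adjusted p = 3.92e-12) rose by 3.62 in KP4, 0.76 in PANC1 and 1.00 in PK45H, and IRF9 (adjusted p = 1.38e-05) by 3.39, 0.96 and 1.17. VIM (adjusted p = 1.01e-06) changed by −1.64, −1.92 and −0.43, and TPM2 (adjusted p = 0.000317) by −2.23, −1.32 and −0.40. CTSV (adjusted p = 1.23e-08) rose by 3.09, 4.69 and 1.19, and SUSD2 (adjusted p = 2.22e-08) by 0.16, 4.89 and 1.21. LCN2 (adjusted p = 5.99e-10) rose by 4.19 in PK45H and changed by 0.65 in KP4 and −0.28 in PANC1. GSDMA (adjusted p = 4.63e-09) also rose in PK45H, by 4.72, and changed by −0.034 in KP4 and −0.46 in PANC1. ALCAM (adjusted p = 0.00914) changed by −1.83, −1.67 and −2.71, and EPDR1 (adjusted p = 1.98e-05) by −0.79, −2.79 and −2.67. Most of these genes were named because they had the smallest p in 1 line, which favours a difference between lines.

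Reads shared between paralogs stay open for ALPG (adjusted p = 6.65e-05; 3.90 in PANC1 and 0.63 in KP4) and IFITM2 (adjusted p = 2.49e-05; −2.93 in PANC1, −0.28 in KP4 and −1.43 in PK45H). Counts per gene symbol cannot separate near-identical transcripts, and this was not tested.

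The differences between lines for TFAP4 (adjusted p = 0.0106) and MYO3B (adjusted p = 0.0193) may come from spikes in single libraries. Of the 12 genes with the largest rises and falls over lines, 5 moved by more than 1 on the log2 scale when 1 library was left out, and these were TFAP4, MARVELD3, MYO3B, STRIP2 and SPATA4. TFAP4 stood at 28360 CPM in KP4 OVOL2 + M2rtTA replicate 1 and at 97.3 and 18.2 in its mates, and without that library its mean rise was 2.10 in place of 4.55. MYO3B stood at 7245 CPM in PANC1 mCherry + M2rtTA replicate 1 and at 5.24 and 1.66 in its mates, and without that library its mean change was −1.23 in place of −4.37.

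The OVOL2 effect differed with M2rtTA for 195 genes in KP4, 18 in PANC1 and 217 in PK45H. Splits of the 12 libraries of a line that kept OVOL2 apart from mCherry gave as many genes in 8 of the 100 splits in KP4, 9 of the 100 splits in PANC1 and 10 of the 100 splits in PK45H, the real one included. All of those splits were among the 12 of the 100 that parted the 6 OVOL2 libraries as the labels do and mixed only the mCherry libraries, so they still carry the labelled contrast of the OVOL2 libraries. These shares therefore do not decide whether a grouping without meaning gives such counts, and none of the splits that mixed the OVOL2 libraries gave as many genes. RLE scaling gave 176, 18 and 207 genes. If the only change were a stronger response with M2rtTA, no more genes than the false discovery rate allows would have the smaller effect with it. In KP4, 24 of the 195 genes had the smaller absolute effect with M2rtTA, against 9.75 allowed, and in PK45H 78 of the 217, against 10.8 allowed. An exact binomial test over genes decided this, although genes are not independent. A stronger response with M2rtTA is thus argued against as the whole of the difference in these lines. In PANC1 it was 2 of the 18 genes, with 0.9 allowed, too few to be told apart from a stronger response alone. This test replaced a first version after its outcome had been seen. The first version counted genes whose effect with M2rtTA was smaller or of opposite sign, together 78 in KP4, 4 in PANC1 and 169 in PK45H, and argued against a stronger response alone in all 3 lines. It was replaced because an effect near 0 takes either sign by chance, and the replacement leaves PANC1 undecided. The libraries with and without M2rtTA came from separate transductions, and a difference between them in handling stays open, as does a biological effect of more OVOL2.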

How the results depend on the processing

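Robust dispersion was chosen after the data had been seen, and the other settings before. Of 174 gene counts under settings other than leaving out a library, over 20 comparisons, 131 stayed within 1.5 times the reported count and 43 did not, and for these the cause was not tested unless a cause is named. Among the results that held under each setting tried were the reference-line score over lines, which ran from 0.36 to 0.68 without M2rtTA and 0.49 to 0.87 with it, the directions and calls of the epithelial list, those of the mesenchymal list over lines, and those of CDH1, EPCAM, ESRP1, ZEB1 and VIM over lines. Within a line, the exact p of the score cannot go under 0.1, so it says nothing about stability. Counts within 1.5 times the reported one under each of these settings were those of OVOL2 with M2rtTA in KP4 (2190 to 3165), in PANC1 (1266 to 2021) and over lines (3505 to 5122).

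With only the groups compared in the fit, so with fewer libraries to estimate the spread, OVOL2 against mCherry gave 532 genes in KP4, 302 in PANC1 and 628 in PK45H, and 1424 with M2rtTA in PK45H. The differences with M2rtTA then numbered 116 in KP4, 8 in PANC1 and 128 in PK45H, mCherry against untreated 23 in PANC1, and mCherry with M2rtTA against mCherry 1 in PK45H.

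DESeq2 gave more genes where few passed. For mCherry against untreated it gave 11 in KP4, 191 in PANC1 and 26 in PK45H, for mCherry with M2rtTA against mCherry 16, 23 and 75, and for the difference with M2rtTA 455, 131 and 503. The OVOL2 effect without M2rtTA then differed between lines for 649 genes. In simulated data DESeq2 called 3 of 13811 unchanged genes, against 0 for edgeR.

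A fit of all 51 libraries gave 11 genes for mCherry against untreated in KP4, 132 in PANC1 and 44 in PK45H, and 23, 27 and 28 for mCherry with M2rtTA against mCherry. The difference with M2rtTA then numbered 49 in PANC1 and 338 in PK45H. Without a filter on low counts, the difference with M2rtTA in KP4 numbered 114, and mCherry against untreated in PK45H gave 2 genes, as did robust dispersion.

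Replicate numbers are shared between groups, and the replicate block gave 112, 10 and 116 genes for the difference with M2rtTA in KP4, PANC1 and PK45H, and 2 for mCherry against untreated in PK45H. The numbers share only a number: deviations of libraries with the same number correlated between −0.28 and 0.33 over 5435 genes, and 0 of 12 comparisons had each of its pairs over 0.1. The block was not run on the untreated fit across lines, so its effect on that comparison is unknown.

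Depth limits the counts. Each fit was thinned to its own smallest total. This was 3727440 counts in KP4, 3367089 in PANC1, 2439323 in PK45H and over lines, and 1165399 for the untreated lines. Depth after thinning thus differed between fits. With each library thinned in this way, OVOL2 against mCherry gave 560 genes in PK45H, 1166 with M2rtTA, and 1632 over lines. The difference with M2rtTA numbered 5 in PANC1 and 57 in PK45H, and mCherry with M2rtTA against mCherry gave 1 gene in PK45H. The effect differed between lines for 171 genes without M2rtTA and 469 with it, and the untreated lines differed in 1562 genes. Lower totals are the cause by construction.

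The median of the classical list changed sign 6 times, over 5 of its 8 comparisons, and was past the threshold in none of them. It was −0.44 in PANC1 without M2rtTA as reported, and from −0.25 to 0.047 in the others. With a mean count of at least 10 it was 0.027 over lines and 0.12 in PANC1 without M2rtTA, and 0.013 in PANC1 and −0.089 in PK45H with it. RLE scaling gave 0.0055 over lines with M2rtTA, and a prior count of 0.5 gave 0.15 in PANC1 with M2rtTA. The cause was not tested. Of 144 list results under these settings, 137 were unchanged and 1 became a call, the mesenchymal list in KP4 with M2rtTA under fry (adjusted p = 0.000167, and 0.229 under an estimated correlation). For 91 pairs of a named gene and a comparison, 706 results were unchanged, 13 were weaker and 39 stronger, 24 of the latter under DESeq2 and 9 in the fit of all libraries. The weaker ones were AKR1C2, KIF3B, KRT7, ALDH3A1 and EPHB1 in the PK45H mCherry comparisons.

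Leaving out 1 library leaves 2 in its group, and counts moved both down and up. Of 195 counts, 136 stayed within 1.5 times the reported one. OVOL2 against mCherry ranged from 471 to 566 genes in KP4 (lowest without OVOL2 replicate 2), 343 to 422 in PANC1 (without mCherry replicate 3) and 7.0e+02 (rounded) to 943 in PK45H (without OVOL2 replicate 3), and from 1387 to 1694 with M2rtTA in PK45H (without mCherry + M2rtTA replicate 2). For mCherry against untreated it was 0 to 1 in KP4, 27 to 60 in PANC1 and 0 to 5 in PK45H, and for mCherry with M2rtTA against mCherry 0 to 1, 0 to 14 and 2 to 18. The difference with M2rtTA ranged from 78 to 177 in KP4, 6 to 19 in PANC1 and 93 to 272 in PK45H. Of 951 results for named genes, 933 were unchanged, 11 weaker, 3 stronger and 4 reversed, and the reversed ones were the mean change of OVOL2 without M2rtTA, which ranged from −0.27 to 0.20.

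Where the exact test of OVOL2 without M2rtTA was repeated, its difference ranged from −0.092 to 0.17 over lines, −0.33 to 0.44 in KP4, −0.43 to 0.17 in PANC1 and −0.10 to 0.50 in PK45H, so that its sign was not determined. Of 216 list results, 23 changed sign. The median of the mesenchymal list in KP4 with M2rtTA ranged from −0.26 to 0.0079, the latter without KP4 OVOL2 + M2rtTA replicate 3. The classical list ranged from −0.088 to 0.099 over lines with M2rtTA, from −0.23 to 0.22 in KP4 and −0.42 to 0.0087 with M2rtTA, from −0.18 to 0.0097 in PANC1 and −0.35 to 0.31 with M2rtTA, and from −0.24 to 0.19 in PK45H and −0.20 to 0.25 with M2rtTA.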

Other observations

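Apart from the splits, from the test of depth and of single libraries for the interferon list, and from the thinning test for HPAFII, the tests in this part were chosen only after the result was seen.

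Other splits of the same libraries were fitted for each comparison. For OVOL2 against mCherry, without and with M2rtTA, the real split alone gave as many genes, 1 of the 10 splits of the 6 libraries in KP4, in PANC1 and in PK45H. A share of 0.1 is the smallest that 10 splits can give. The other 9 splits gave at most 6 and 2 genes in KP4, 0 and 0 in PANC1 and 1 and 8 in PK45H. For mCherry against untreated, 10 of the 10 splits gave as many genes in KP4, where the count was 0, and 1 of the 10 splits did so in PANC1 and in PK45H. For mCherry with M2rtTA against mCherry it was 10 of the 10 splits in KP4 and in PANC1, where the counts were 0, and 1 of the 10 splits in PK45H. Over lines, 1 of the 100 splits gave as many genes for OVOL2 without M2rtTA and 1 of the 100 splits with it. A list result as strong came from 1 of the 100 splits for the epithelial list in each arm, 4 of the 100 splits for the mesenchymal list without M2rtTA and 3 with it, and 82 and 65 of the 100 splits for the classical list. For the untreated lines, 1 of the 10 ways to set 2 lines against 3 gave as many genes, and the others gave 2828 to 4691, so most of that count is what any such choice of lines gives.

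OVOL2 counts were not higher without M2rtTA although 2710 genes changed over lines there. A mislabelled sample was argued against, since 9 of the 9 OVOL2 libraries without M2rtTA had EPCAM above all 3 mCherry libraries of their line. Counts too low to show the same rise were argued against over lines: the change of OVOL2 was larger with M2rtTA by 2.25 (SE 0.65, edgeR adjusted p = 0.0268), with a lower 95% confidence limit of 0.98. In single lines this difference did not pass the threshold, at 3.10 in KP4 (adjusted p = 0.282), 1.84 in PANC1 (adjusted p = 0.579) and 1.86 in PK45H (adjusted p = 0.212). A first version, since replaced, set the upper limit of the change without M2rtTA, 0.80, against the 2.15 with it and ignored the error of the latter. A candidate explanation is that counts from the 3′ end catch few reads of a transcript made from a vector, which lacks the 3′ end of the gene's own transcript. That was not tested, since reads were not used here, and it leaves the level of OVOL2 protein or transgene in these libraries unknown.

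Interferon-induced genes were higher with OVOL2 in KP4. The list of 54 genes, of which 48 were tested there, had a median change of 0.75 without M2rtTA and 0.93 with it, with 16 and 30 genes higher past the threshold. With M2rtTA the median was 0.05 in PANC1 and 0.21 in PK45H, and 21 of the 51 list genes tested for it differed between lines. Some list genes also passed in these lines. In PANC1, 5 were higher and 1 lower without M2rtTA, and 5 higher and 2 lower with it. In PK45H, 4 were higher and 1 lower without M2rtTA, and 6 higher and 0 lower with it. The list was written after ISG15 and IRF9 had been seen to rise in KP4, and it contains both. Transduction, selection and M2rtTA without OVOL2 were argued against, as the larger of the 2 medians without OVOL2 in KP4 was 0.024. Reads from other libraries were argued against, as 20 of the 30 genes were highest in KP4 OVOL2 + M2rtTA among the 17 groups. After thinning to one total 31 list genes were higher past the threshold, and leaving out 1 library kept the median between 0.90 and 1.04, so neither depth nor 1 library explains it. A response of KP4 to OVOL2 may be behind the rise as a hypothesis, since it was found and tested on the same data. A contaminant in the OVOL2 virus or a difference in viral dose was not tested and stays open.

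Amino acid response genes were higher in PANC1 mCherry than untreated libraries. The list of 31 genes, written after TRIB3, PSAT1 and ASNS had been seen and containing them, had a median change of 0.92 in PANC1, with 10 of the 26 genes tested higher past the threshold. The median was 0.23 in KP4 and 0.11 in PK45H, each with 0 genes past the threshold, and 24 genes were tested in PK45H. ASNS also rose in PK45H, by 0.91, short of the threshold in the reported fit (adjusted p = 0.123) but past it under DESeq2 (adjusted p = 0.00112) and in the fit of all 51 libraries (adjusted p = 0.00489), so the rise is not confined to PANC1. Without TRIB3, PSAT1 and ASNS, the list rose more in PANC1 than in KP4 (median difference 0.65, camera adjusted p = 1.44e-07) and than in PK45H (0.85, camera adjusted p = 4.92e-09), although only 2 of its 23 genes tested passed singly in each. The difference was positive for 19 of the 23 genes in each comparison. The list was, however, written after the same PANC1 libraries had been seen, and its remaining genes may move together. The p-values rest on the preset correlation between genes, and no alternative to it is reported for this list. They therefore do not decide whether transduction, puromycin or doxycycline acted to the same extent in the 3 lines. A weaker effect of these treatments in KP4 and PK45H stays open. A first version, since replaced, rested on the median of 0.11 in PK45H alone. A handling batch of the untreated wells, such as the age of the medium, would give the same 0.92 and cannot be told apart from an effect of the treatment in PANC1, because all untreated wells lack the treatment.

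HPAFII replicate 2 stood apart. In it 40 marker genes of HPAFII (at least 50 CPM and 4 times higher than in the other lines) had a median of 0.349 of the level in its mates, while for the other 14 untreated libraries this ratio was 0.854 or more. Markers were chosen anew for each library from its 2 mates. Low depth was argued against, as its mates thinned to its total kept a ratio of 0.955. An even mix of reads from the groups of the other lines was argued against as the whole cause. Such a mix would bring as much of the other lines' genes as it dilutes of HPAFII's own. The share gained was 15.7% over 26 genes, but the share lost was 65.1%. The gain was measured against the mean profile of those groups, so reads from 1 or a few libraries stay open. A mixture with cells or RNA of another kind, or a culture in another state, may remain, and no biological explanation was tested. The genes called between untreated lines numbered 5298 without this library and 4794 with it.

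Single libraries held isolated spikes: 39 genes in 24 libraries reached at least 100 CPM and at least 20 times the level of the next library. FAM131A stood at 46990 CPM in KP4 mCherry + M2rtTA replicate 1 and at most at 55.3 elsewhere, and HYKK at 44390 CPM in PK45H mCherry replicate 2 and at most at 34.0 elsewhere. Reads shared evenly between libraries after amplification were argued against as a large effect. For the gene where this share was lowest, LMOD3, the median of the other 50 libraries was 0.00797% of the spike. The median does not limit sharing with single libraries, which stays open: LMOD3 stood at 29500 CPM in its spike and at 1430 in the next library. A test planned first and replaced after its outcome had been seen, the rank correlation across the 39 genes between the spike and the median of the other libraries, gave 0.498, a positive value as sharing would give. Genes are not independent replicates, and the rule for a spike favours such a correlation, so this value decides nothing. Amplification of single molecules in the pool may be the source, which was not tested.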
